A study of Petromyzon marinus with 12 samples.

How the data were processed

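RNA sequencing was used to measure gene expression in whole sea lamprey (Petromyzon marinus) embryos at day 2 and day 3 of development. Per the labels, embryos were kept at 18 °C, knockout embryos were made by injecting Cas9 protein loaded with guide RNAs together with a fluorescent dextran, and embryos were checked for the fluorescent dye 24 hours after fertilization. The labels do not say whether the wildtype embryos were injected. Per the labels, each library came from a pool of about 100 snap-frozen embryos, RNA was extracted with Trizol, and a commercial provider made and sequenced the libraries with its mRNA pipeline. The 12 libraries fell into 6 groups of 2 pools: wildtype, KMT1 knockout and KMT5A knockout at each day. The group of every library was taken from its title.

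The values analysed were the deposited table of 1 whole number per gene and library, which the labels call raw counts. The aligner, the counting tool, the genome build, the strand setting and the handling of reads that map to several places are not stated in the labels or headers. The values were treated as estimated counts as deposited by the authors, because values of 1 to 3 were held by only 8 to 29 genes per library while 7129 to 10076 genes per library were at 0. In addition, 299 to 786 genes per group were at 0 in one replicate and at 50 or more in the other. An exact 0 in this table can therefore be a failed estimate, and such genes are described as listed at 0, with no fold change. The values were already whole, so rounding changed none of them. The table held no unused columns of per-sample values. A deposited annotation gave the position (start and end, score and other columns not used) of gene models and their names by match to human proteins, per the file headers. The assembly is not named there, so coordinates are those of the deposited annotation. All 22407 genes of the count table were found in it, of which 14762 carried a symbol.

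Total counts per library ranged from 61886305 to 89061394. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Figures and summaries were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The main test was edgeR's quasi-likelihood F test in one model over the 6 groups, with TMM normalization, edgeR's default filter on low counts (15615 genes tested) and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called, and 9 comparisons were made. The model had 6 residual degrees of freedom and 1.69 prior degrees of freedom. CPM, the deposited counts scaled to a common library total, were computed with TMM-scaled library sizes. Standard errors of log2 fold changes were derived from the F statistic. On data simulated for the 15615 genes with 200 changed genes and the fitted dispersions, the test recovered 47.5% of the changed genes, 5% of its calls were false, and it made 0 calls in a comparison without change. DESeq2 recovered 67%, with 43.9% of its calls false. All groups were simulated with the same dispersion per gene, so a larger spread in some groups was not covered. The share of false calls depends on the number of changed genes, so these shares hold for 200 changed genes.

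Gene lists (p53 targets, S phase, G2/M, histone methyltransferases and transposon-derived symbols) and chromosomes with at least 20 tested genes were tested with limma's camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, beside fry and an estimated correlation. Correlations between effects were computed across genes, which are not independent replicates, and set beside 100 simulations of unchanged groups that shared the same libraries.

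The design, the tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule named the targeted genes and, for each knockout against wildtype and for day 3 against day 2, up to 3 rising and 3 falling genes. These had the largest log2 fold change among called genes with a symbol, a mean of at least 50 counts in the higher group and no overlap between the groups. For the difference of a knockout effect between days it named the 2 largest positive and the 2 largest negative called genes. One gene picked by this rule is not reported here. Most genes picked by this rule were listed at 0 in a group, so a second selection by the same rule among genes above 0 in all 4 libraries was added after their values had been seen. Alternatives chosen at that time were other normalizations, other filters, DESeq2, a fit of the compared groups alone, a replicate block, a fold-change minimum, a prior count of 0.5 and leaving out each library. Leaving out genes at 0 in any library, a term for 2 libraries rich in ribosomal RNA, and limma voom with a weight per group were added after seeing the data. Leaving out 1 library leaves 1 library in an arm, so only values were compared there. Splits of the samples were not counted because every group held 2 libraries. GC content was not tested because no genome was used here. Gene symbols were shared by up to 5 genes, and how reads were split between such copies is not stated.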

Results

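The data addressed the function of 2 histone methyltransferases, KMT1 and KMT5A, in sea lamprey embryos, a vertebrate that removes part of its genome from somatic cells during early development. Gene expression was measured in 12 libraries, 2 pools of about 100 embryos in each of 6 groups: wildtype, KMT1 knockout and KMT5A knockout embryos at day 2 and at day 3. Total counts per library were 71641822 to 89061394 at day 2 and 61886305 to 81131801 at day 3, and 12331 to 15278 genes were above 0 in a library. Replicates of a group were not copies of the same counts, since they differed by more than sampling noise (chi-square per gene of 26.1 to 1033.1). Failed estimates at 0 can add to this value, so it does not show that the libraries came from separate pools. The first principal component held 72.5% of the variance and separated day 2 from day 3.

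In 2 libraries a ribosomal RNA gene and a coding gene model, on different unplaced scaffold sequences, took a large share of counts. The share was 6.994% in replicate 2 of the KMT1 knockout and 15.338% in replicate 1 of the KMT5A knockout, both at day 3, against 0.411 to 0.599% in the other 10 libraries. The median absolute log2 ratio between replicates, over 12409 genes with at least 100 counts, was 0.175 in the day 3 KMT1 knockout and 0.18 in the day 3 KMT5A knockout, against 0.095 to 0.108 in the other groups.

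The targeted genes were examined first, as counts scaled to a common library total (CPM). The annotation holds 1 gene named SUV39H2, the human KMT1 family member matched here to the KMT1 label (chromosome 14, start 8620044, end 8633357, plus strand, 6 exons). The match was made by name, so SUV39H2 as the target of the KMT1 knockout is an assumption here and below. At day 2 SUV39H2 had 119.4 ± 0.4 CPM in wildtype (SD, n = 2), 147.9 ± 4.2 CPM in KMT1 knockout (SD, n = 2) and 166.3 ± 10.6 CPM in KMT5A knockout embryos (SD, n = 2). It was thus not lower in the day 2 libraries labelled KMT1 knockout: the log2 fold change was 0.31 (SE 0.087, edgeR adjusted p 0.0677), while in the KMT5A knockout it was 0.48 (SE 0.087, edgeR adjusted p 0.0134). Changes made by Cas9 need not lower the transcript, so a level that is not lower does not by itself contradict a knockout label. At day 3 SUV39H2 had 53.8 ± 3.2 CPM in wildtype and 34.7 ± 2.9 CPM in KMT1 knockout embryos (SD, n = 2 each), a log2 fold change of -0.63 (SE 0.088, edgeR adjusted p 0.00624). In the day 3 KMT5A knockout it was 47.6 ± 4.5 CPM (SD, n = 2), with a log2 fold change of -0.18 (edgeR adjusted p 0.318).

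The KMT5A gene (chromosome 21, start 11963808, end 11985404, minus strand, 7 exons) did not differ at day 2. Its level was 380.8 ± 11 CPM in wildtype and 374.9 ± 10.5 CPM in KMT5A knockout embryos (SD, n = 2 each), a log2 fold change of -0.02 (SE 0.066, edgeR adjusted p 1), and the sign of this value depended on the normalization. At day 3 it fell from 202.6 ± 7.5 CPM in wildtype to 79.6 ± 7.1 CPM in the KMT5A knockout (SD, n = 2 each), a log2 fold change of -1.35 (SE 0.068, edgeR adjusted p 6.25e-05). In the day 3 KMT1 knockout it was 201.1 ± 4 CPM (SD, n = 2). The effect of each knockout on its own target differed between days, by -0.94 on the log2 scale for SUV39H2 (edgeR adjusted p 0.00436) and by -1.33 for KMT5A (edgeR adjusted p 0.000516). For SUV39H2 this was not limited to its own knockout: in the KMT5A knockout it differed by -0.655 (edgeR adjusted p 0.0164). KMT5A in the KMT1 knockout differed by -0.015. Fitted on the 4 compared libraries alone, neither day 3 decrease of a target in its own knockout passed the threshold.

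**Figure D1:**
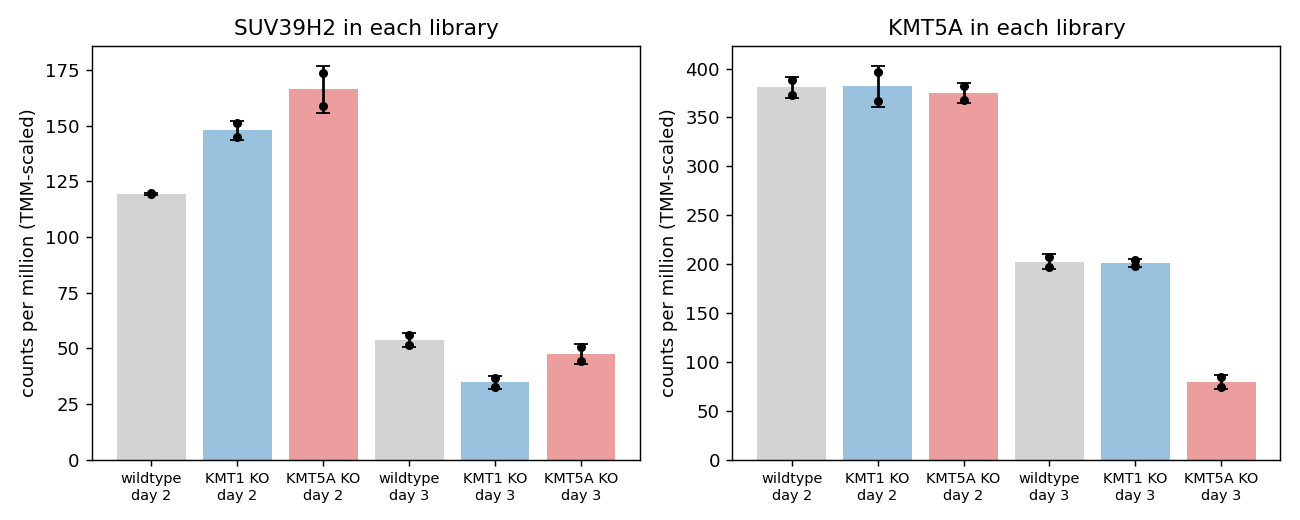
Level of SUV39H2 (left) and KMT5A (right) in CPM in the 6 groups; bars are means, error bars SD and points the 2 libraries of a group. KMT5A was at 79.6 CPM in the day 3 KMT5A knockout against 202.6 CPM in day 3 wildtype, while SUV39H2 was at 34.7 CPM in the day 3 KMT1 knockout against 53.8 CPM.

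At day 2, 1557 genes were called between KMT1 knockout and wildtype, 496 higher and 1061 lower. The number ranged from 140 with a minimum absolute log2 fold change of 1 to 3178 with limma voom, and fitted on the compared libraries alone 55.7% of 2522 calls were higher, against 31.9% in the main result. Of the 1557 calls, 1514 were above 0 in all 4 libraries, with a median absolute log2 fold change of 0.48. The preset rule gave CREB1, ZFP36L1 and DCAF4 as rising genes, each listed at 0 in both wildtype libraries. ZFP36L1 had counts of 1300 and 1139 in the knockout. Among falling genes it gave SPARC, listed at 0 in both knockout libraries, SLC12A3 and C5orf63. SLC12A3 (chromosome 25, start 4626686, end 4655712) had 16.99 ± 1.16 CPM in wildtype and 2.91 ± 0.34 CPM in the knockout (SD, n = 2 each), a log2 fold change of -2.55 (SE 0.136, edgeR adjusted p 0.000183). Among genes above 0 in all 4 libraries, selected after values were seen, PTGS2 (chromosome 50, start 3599016, end 3626279) rose from 10.31 ± 2.15 to 164.02 ± 30.47 CPM (SD, n = 2 each), a log2 fold change of 3.99 (SE 0.229, edgeR adjusted p 0.000219).

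At day 2, 1417 genes were called between KMT5A knockout and wildtype, 413 higher and 1004 lower, and 1365 of these were above 0 in all 4 libraries. On the compared libraries alone, 54.2% of the calls were higher, against 29.1% in the main result. The rule gave RASSF1-domain, DCAF4 and clip1a, listed at 0 in both wildtype libraries, and LTBP1, SLC5A8 and CLDN14, listed at 0 in both knockout libraries. PTGS2 had 177.15 ± 7.21 CPM in this knockout (SD, n = 2), a log2 fold change of 4.1 (SE 0.23, edgeR adjusted p 0.000178), and SLC12A3 had 3.35 ± 0.29 CPM (SD, n = 2), a log2 fold change of -2.34 (SE 0.134, edgeR adjusted p 0.000178).

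At day 3, 977 genes were called between KMT1 knockout and wildtype, 729 higher and 248 lower, and 828 genes between KMT5A knockout and wildtype, 520 higher and 308 lower. These numbers depended on fitting all 12 libraries together: fitted on the 4 compared libraries alone, 1 and 14 genes were called. Fitted on 4 libraries in the same way, day 2 gave more calls (2522 in place of 1557 for KMT1, 1991 in place of 1417 for KMT5A). Wildtype over time gave 11121 in place of 10321, and the day 2 comparison of the knockouts 7 in place of 23. Fewer libraries thus did not lower the number in every comparison. The spread between replicates was larger in the day 3 knockouts, but its part in this difference was not tested. Over all 12 libraries, limma voom with a weight per group called 839 and 506 genes. Without a composition factor, 35.7% of the KMT5A knockout calls were higher, against 62.8% in the main result, and the median of all genes shifted to -0.13. That scaling leaves the ribosomal RNA of KMT5A knockout replicate 1 (15.338% of counts with the coding model) uncorrected, which lowers the share of all other genes there. The TMM factor was 0.712 for this library and 0.915 for replicate 2. Calls with a group at 0 in both libraries numbered 96 for KMT1 and 94 for KMT5A.

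By the preset rule, SRSF3, PPFIBP1 and LYST rose in the KMT1 knockout and SRSF3, SAV1 and LYST in the KMT5A knockout, all listed at 0 in both day 3 wildtype libraries. Falling genes were CPNE2, INPP1 and TMCC1 in the KMT1 knockout and CPNE2, ZNF704 and SBF1 in the KMT5A knockout, all listed at 0 in both knockout libraries. The SRSF3 symbol was carried by 4 genes, and the one on chromosome 52 had counts of 63097 and 5904 in the 2 day 2 wildtype libraries, so its value was uncertain. Among genes above 0 in all 4 libraries, selected after values were seen, C5H14orf4 (chromosome 53, start 8302204, end 8330537) had 77.8 ± 3.11 CPM in wildtype and 2.89 ± 0.08 CPM in the KMT5A knockout (SD, n = 2 each), a log2 fold change of -4.75 (SE 0.062, edgeR adjusted p 3.45e-08). PRXL2B (chromosome 3, start 16263030, end 16272444) rose from 2.35 ± 0.28 CPM to 11.86 ± 2.39 CPM in the KMT1 knockout and to 14.83 ± 1.78 CPM in the KMT5A knockout (SD, n = 2 each).

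**Figure D2:**
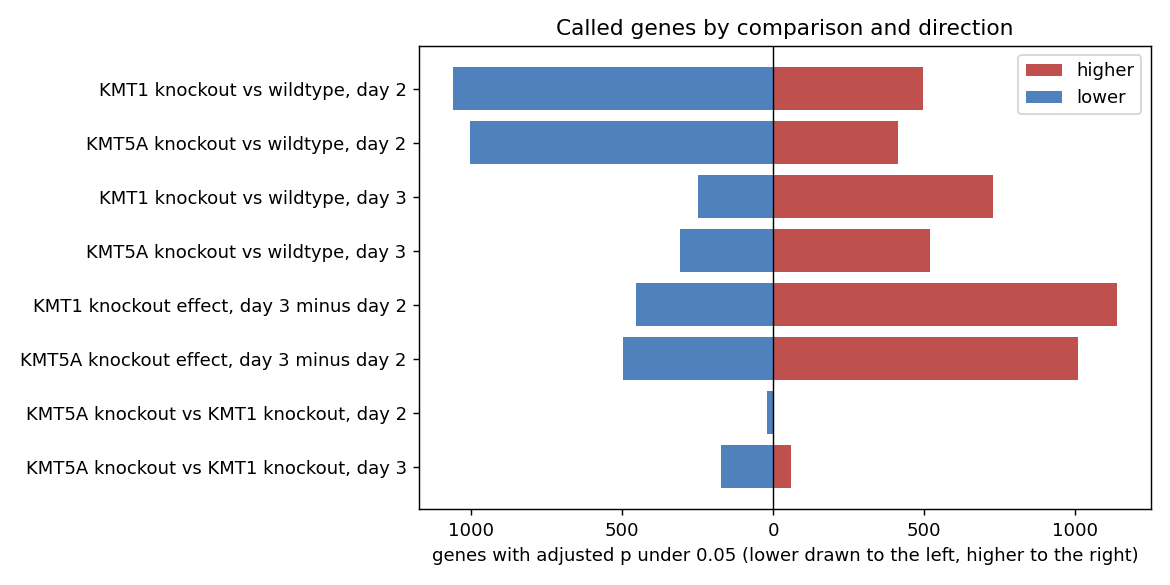
Number of genes with an adjusted p under 0.05 in 8 comparisons, with genes that were lower drawn to the left and genes that were higher to the right of 0. Calls were mostly lower at day 2 (1061 of 1557 for KMT1) and mostly higher at day 3 (729 of 977 for KMT1). The day 3 KMT5A split reversed to 35.7% higher with library size alone, which leaves the ribosomal RNA of replicate 1 uncorrected. The day 2 splits reversed to 55.7% and 54.2% higher on the compared libraries alone.

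Between day 2 and day 3 of wildtype development, 10321 genes were called, 4536 higher and 5785 lower. The median of all genes was -0.32, and -0.63 without a composition factor, where 35.7% of calls were higher in place of 43.9%. In 1583 of the calls, a group was listed at 0 in both libraries. By the rule, WNK1 and CUBN were listed at 0 at day 2, and SRSF3, NEUROD1 and DIRAS2 at day 3. NEUROD1 had counts of 11015 and 13004 at day 2.

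The effect of the KMT1 knockout differed between days for 1595 genes, 1140 with a more positive effect at day 3 and 455 with a more negative one. For the KMT5A knockout the number was 1507, 1011 and 496 in the same order. With library size alone these fell to 217 and 264 genes, of which 47% and 24.6% were more positive at day 3, against 71.5% and 67.1% in the main result. The 2 knockouts differed from each other in 23 genes at day 2 (2 higher and 21 lower in the KMT5A knockout), with 423 genes at an unadjusted p under 0.05, and in 229 genes at day 3 (58 higher and 171 lower). At least 1 of these groups was listed at 0 in both libraries in 14 of the 23 and in 90 of the 229 calls. The 423 genes are fewer than p values spread evenly over the 15615 tested genes would give, so the main test was cautious there. Fitted on the compared libraries alone, 854 genes were at an unadjusted p under 0.05 (7 calls), and with limma voom 1024 (11 calls).

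At day 2, 1209 genes were called in both knockouts, all 1209 in the same direction. At day 3, 481 were called in both, 476 in the same direction. In 20 refits with simulated unchanged groups against the same wildtype libraries at most 1 gene was called in a group and 0 in both, so these refits do not show how much overlap the shared libraries alone would give. Across genes, the effects of the 2 knockouts correlated with Pearson's r 0.629 and Spearman's rho 0.732 at day 2, against simulated means of 0.299 and 0.106. At day 3 the values were 0.521 and 0.566, against 0.304 and 0.114.

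**Figure D3:**
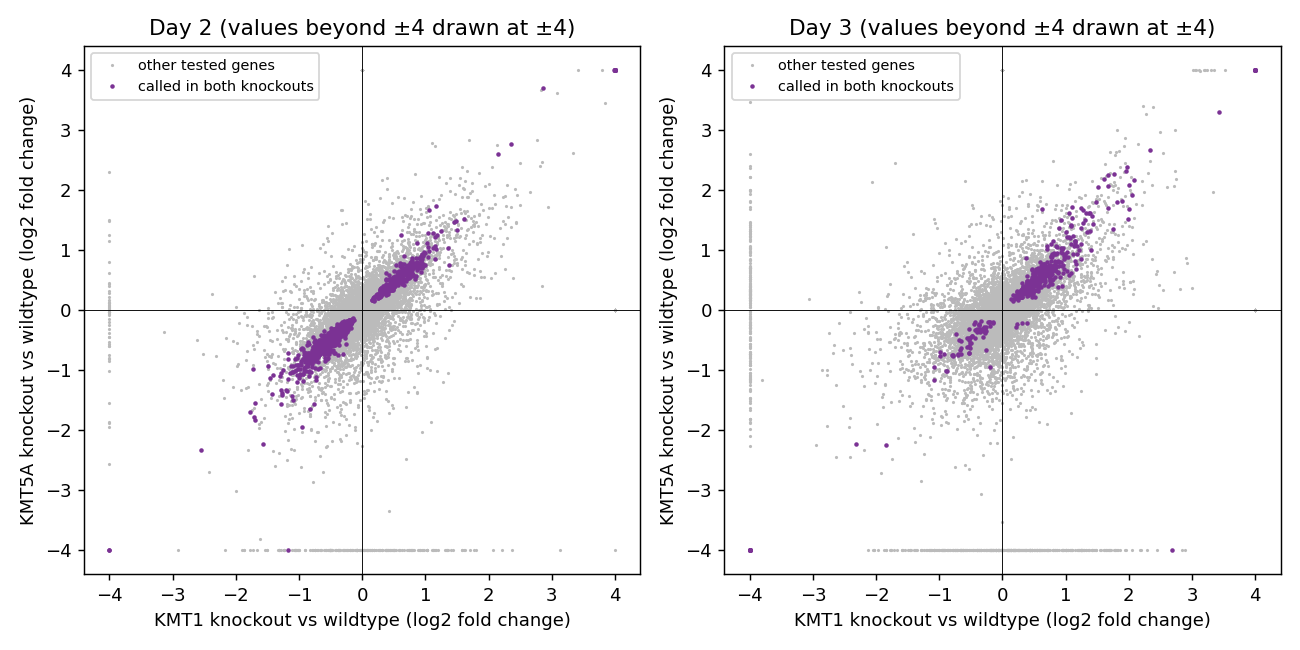
Log2 fold change against wildtype of each tested gene in the KMT1 knockout (horizontal axis) and the KMT5A knockout (vertical axis) at day 2 (left) and day 3 (right), with genes called in both knockouts in purple. The 1209 genes called in both at day 2 lie on the same side of 0 in both knockouts.

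Each knockout's effect was also correlated, across genes, with the change from day 2 to day 3 measured in the other knockout, which shares no library with it. That change still contains the other knockout's day 2 effect with reversed sign and its day 3 effect. An effect shared by both knockouts, whatever its cause, therefore lowers the day 2 correlation and raises the day 3 one. The simulated unchanged groups held no shared effect. At day 2, r was -0.18 and rho -0.357 for KMT1, and r was -0.172 and rho -0.34 for KMT5A, against a simulated mean r of 0.133 for both and a simulated mean rho of 0.082 and 0.081. At day 3, r was -0.135 and rho -0.242 for KMT1, where the simulated means were -0.1 and 0.016, and without KMT1 knockout replicate 1 at day 3 these were -0.024 and -0.124. For KMT5A at day 3, r was 0.015, with a sign that depended on the library left out, and rho was -0.121, where the simulated means were -0.105 and 0.006.

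None of the 5 gene lists passed an adjusted p of 0.05 under camera in any of the 5 comparisons tested, which gave 25 tests. The lowest adjusted camera p was 0.073, for S phase genes in the day 3 KMT1 knockout (median log2 0.12, 27 of 42 genes higher) and for G2/M genes in the day 3 KMT5A knockout (median log2 0.09, 35 of 51 higher). Under fry, 9 tests passed. Of the 42 tested histone methyltransferase genes, 5 were called in the day 2 KMT1 knockout and 7 adjusted over the list alone. Of the p53 targets, 21 of 32 had enough counts to be tested, and 2 were called in each knockout at day 2. Of the transposon-derived symbols, 17 of 57 were tested, and 4 were called in each knockout at day 2, all lower.

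Of 81 chromosomes and scaffolds tested, chromosome 71 was lower in both knockouts at day 2, with a median log2 of -0.23 for KMT1 (65 of 95 genes lower, adjusted camera p 0.00706) and -0.25 for KMT5A (69 of 95 lower, adjusted camera p 0.00413). Chromosome 71 rose from day 2 to day 3 in wildtype (median log2 1.24, adjusted camera p 1.13e-09), as did chromosome 66 (0.88, adjusted camera p 0.032) and the mitochondrial genes (2.05, 29 of 29 higher, adjusted camera p 2.62e-08). Chromosome 21, which carries KMT5A, was lower in the KMT5A knockout by a median log2 of -0.1 at day 2 (adjusted camera p 0.0322, and 0.0802 without a low-count filter) and -0.46 at day 3 (174 of 251 genes lower and 40 higher, adjusted camera p 7.6e-16). Chromosome 14, which carries SUV39H2, was lower in the day 3 KMT1 knockout (median log2 -0.11, 97 of 170 genes lower and 42 higher, adjusted camera p 0.000692). This median, which includes genes at 0, was -0.01 without KMT1 knockout replicate 2, the library rich in ribosomal RNA, and -0.03 without wildtype replicate 1. Over genes above 0, the chromosome 14 median with all libraries was -0.27. All 8 calls held under fry, and with an estimated correlation only that of chromosome 21 at day 3 did (adjusted camera p 0.00625).

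**Figure D4:**
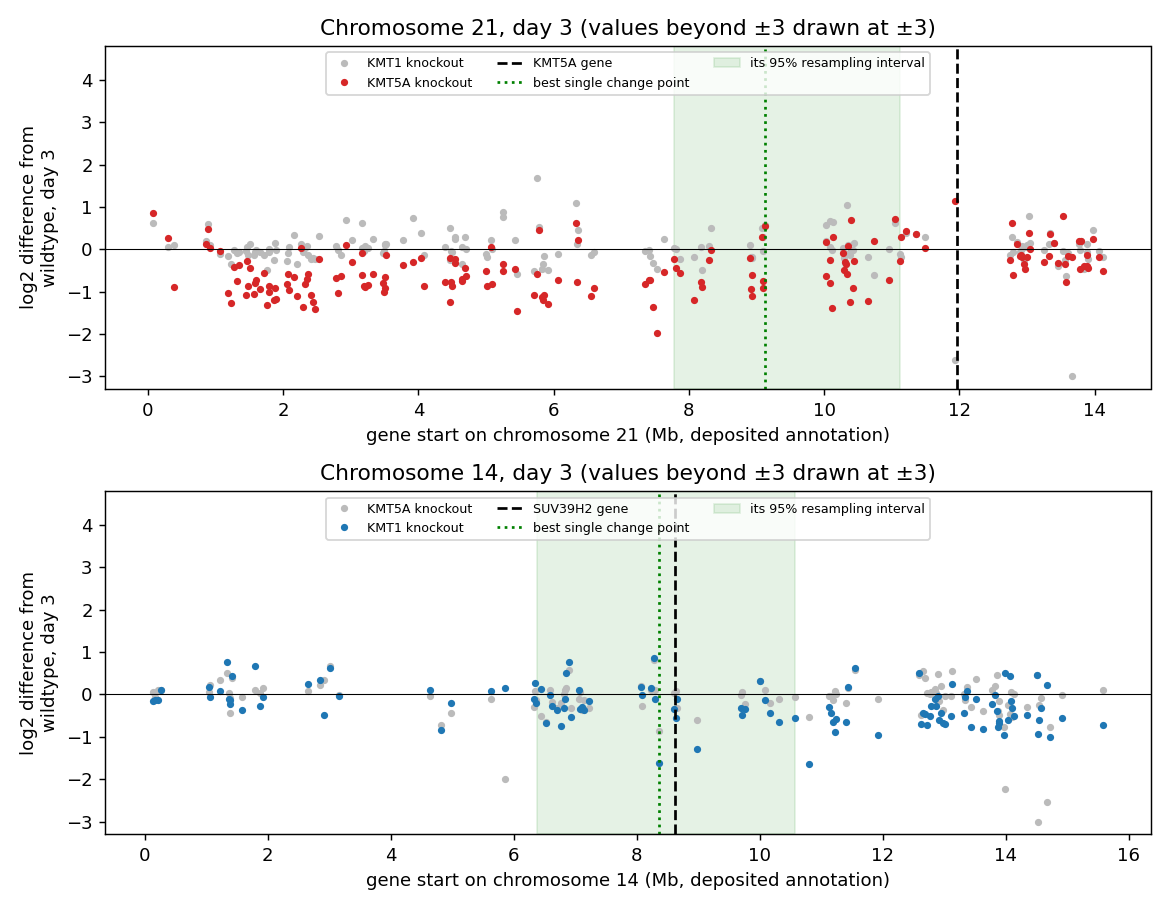
Log2 difference from day 3 wildtype of genes above 0 in all 4 compared libraries along chromosome 21 (top, KMT5A knockout in red) and chromosome 14 (bottom, KMT1 knockout in blue), the other knockout in grey, by gene start in Mb. The dashed line is the targeted gene, the dotted line the best single change point (9.12 Mb and 8.36 Mb) and the green band its 95% resampling interval, which holds the targeted gene on chromosome 14 and not on chromosome 21.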

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

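The tests of this part were chosen after the results had been seen. All results here were picked out because the effect of a knockout differed between day 2 and day 3 by a test of the difference itself. For the KMT1 knockout, 1595 genes differed, and for the KMT5A knockout 1507. Ribosomal RNA in 2 of the day 3 knockout libraries would remove most of these calls once those libraries had a term of their own, but at least 88.7% of the calls were also made with that term. A larger spread between the day 3 knockout libraries would do the same once each group had its own weight, and at least 89.8% were also made then. That fit was limma voom, another test, which called more genes (2143 for KMT1 and 1651 for KMT5A). It cannot separate the weights from the change of test, so a larger spread stays open. Library size alone left 217 and 264 genes, so the numbers depend on how the composition of the libraries is scaled. A change of the knockout effect during development stays open, untested, as does any difference between wildtype and injected embryos that changes with age.

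The targeted genes were among them. SUV39H2 in the KMT1 knockout had an adjusted edgeR p of 0.00436 for the difference between days, and KMT5A in the KMT5A knockout 0.000516. SUV39H2 also differed in the KMT5A knockout (adjusted edgeR p 0.0164). SUV39H2 was higher at day 2, by 0.31 in the KMT1 and 0.48 in the KMT5A knockout on the log2 scale. The medians of 244 genes with a similar change from day 2 to day 3 and a similar level were 0.02 and 0.03, which goes against slower development. The gene lay at percentiles 88.5 and 95.9 of these genes, within their range, so for this single gene slower development was not excluded. For KMT5A, whose level differed by less than the spread between replicates at day 2, no biological explanation was tested.

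The genes named by the preset rule were SRSF3 (adjusted edgeR p 0.0167 for KMT1 and 0.0225 for KMT5A), GLI3 (0.00353), ZFP36L1 (0.000111) and CPNE2 (0.000111) for KMT1, and AGRN (0.000403), SNX10 (0.0455) and SERPINH1 (0.000871) for KMT5A. Each was listed at 0 in both libraries of at least 1 group. SRSF3, for example, had counts of 120787 and 100142 in the day 3 KMT1 knockout and was listed at 0 in both day 3 wildtype libraries, and SNX10 was listed at 0 in only 1 of the 2 day 2 KMT1 knockout libraries. If zeros fell at random, the share of genes with 2 zeros among 4 libraries that have both in one group would follow from how often each library alone is at 0. That chance share was 38.6% for KMT1 and 31.8% for KMT5A at day 2, and 27.1% and 38.5% at day 3. The observed shares were 47.1% (exact binomial p 0.017), 47% (8.8e-06), 37.9% (2.1e-05) and 45.1% (0.024) in the same order. Each was above chance, which argues against random zeros as the whole cause in the comparisons with wildtype. The chance shares are large, so many of these genes can still be random zeros. The p values leave out the uncertainty of the chance shares. Between the knockouts, the share was 40% against 36.1% by chance at day 2 (exact binomial p 0.3). At day 3 it was 33% against 27.7% (exact binomial p 0.034). Random zeros thus stay open for the day 2 comparison of the knockouts. A first test took equal zero rates in all libraries, which give 33.3%, and its exact binomial p for KMT1 at day 3 was 0.089. It was replaced after these shares had been seen, because the libraries differed in how often they were at 0. For a single gene both remain open.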

How the results depend on the processing

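The changes of normalization to RLE and of the low-count filter kept all 9 numbers of calls within 1.5 times. Library size alone gave 354 and 328 calls for KMT1 and KMT5A at day 2, 252 and 291 at day 3, 217 and 264 for the differences between days, and 14 between the knockouts at day 2. DESeq2 gave 2541, 2409, 2678, 2480, 3212 and 3190 calls in the same order, and 103 and 1134 between the knockouts at day 2 and day 3. In simulated data with 200 changed genes 43.9% of its calls were false, a share that does not carry over to comparisons with more changed genes. Fitted on the compared groups alone, 2522 genes were called for KMT1 at day 2, 1 and 14 for KMT1 and KMT5A at day 3, and 7 and 1 between the knockouts at day 2 and day 3. Such a fit has fewer libraries, and the cause of the gain at day 2 was not tested. A minimum absolute log2 fold change of 1, which only removes calls, left 140, 150, 232, 215, 319 and 298 genes in the same order as for DESeq2, and 114 between the knockouts at day 3. Of the alternatives added after seeing the data, limma voom gave 3178 and 2584 calls at day 2, 506 for KMT5A at day 3, and 11 and 63 between the knockouts. Its weights were 0.624 and 0.653 for the day 3 knockouts and at least 1.088 elsewhere. The term for libraries rich in ribosomal RNA gave 653 calls between the knockouts at day 3, and leaving out genes at 0 gave 8 at day 2. Unless stated, the cause of these changes was not tested. The wildtype change over time stayed within 1.5 times under every alternative run, from 7693 to 11955 calls.

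Calls were mostly lower at day 2 in the main result, but the share that was higher moved from 31.9% to 44.3% for KMT1 and from 29.1% to 41% for KMT5A with DESeq2. With a minimum absolute log2 fold change of 1, this share was 56.4% of 140 calls for KMT1 and 41.3% of 150 for KMT5A. Between the knockouts at day 3 it moved from 25.3% to 14.5% with library size alone, to 37.5% with DESeq2 and to 32.4% without genes at 0.

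Replicate numbers did not pair the samples: over all tested genes, the deviations of same-numbered libraries correlated from -0.094 to 0.064 between groups. With a replicate block, 14 genes were called between the knockouts at day 2, 1371, 1241, 824 and 713 against wildtype, 10032 over time, 1441 and 1372 for the differences between days, and 187 between the knockouts at day 3.

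SUV39H2 in the day 2 KMT1 knockout passed the threshold without genes at 0 (0.33), with the ribosomal RNA term or voom (0.31), with DESeq2 (0.34) and on the compared groups alone (0.35), with adjusted p from 0.00357 to 0.0307. It did not pass in the other fits, where the highest adjusted p was 0.0903. On the compared groups alone, the day 3 decreases of SUV39H2 (-0.63) and KMT5A (-1.36) did not pass (adjusted p 0.127 and 0.0553). KMT5A in its day 2 knockout changed sign with RLE (0.00), DESeq2 (0.00), library size alone (0.04), without genes at 0 (0.01) and on the compared groups alone (0.02), all far from the threshold. Across fits that each left out 1 library, KMT5A ranged from -1.45 to -1.26 at day 3 and from -1.47 to -1.28 for the difference between days.

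For gene lists fry called 9 tests in place of 0. For chromosomes it called 127 in place of 8, and an estimated correlation called 1.

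For KMT1 at day 3, leaving out 1 library gave r from -0.196 to -0.024 and rho from -0.256 to -0.124 with the time axis, and library size alone gave rho -0.286. For KMT5A at day 3, r ranged from -0.016 to 0.042 and rho from -0.138 to -0.081, library size alone gave r -0.021 and rho -0.23, and RLE gave rho -0.098. For KMT1 at day 2, r ranged from -0.182 to -0.145 and rho from -0.363 to -0.325. For KMT5A at day 2, r ranged from -0.173 to -0.142 and rho from -0.345 to -0.309. The agreement of the knockouts ranged from r 0.513 to 0.744 and rho 0.649 to 0.789 at day 2, and from r 0.402 to 0.645 and rho 0.472 to 0.64 at day 3.

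In tests of the single genes picked by both naming rules under the other alternatives, 557 outcomes stayed and 59 lost the threshold, and for single chromosomes 56 stayed and 8 lost it. The depth of 61886305 to 89061394 counts did not separate a gene without expression from a failed estimate at 0.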

Other observations

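Except for the test on chromosome 71, the tests of this part were chosen after the results had been seen, and all were run on the data that raised them. In the day 3 KMT5A knockout, chromosome 21 genes on the low-coordinate side of KMT5A (141 genes with a mean of at least 50 counts and above 0 in all 4 compared libraries) had a median log2 difference of -0.66 from wildtype, with a 95% resampling interval from -0.76 to -0.55. The KMT1 knockout had a median of 0 there. The 32 such genes beyond KMT5A had a median of -0.18 (interval -0.31 to -0.12). With genes at 0 included, the low-coordinate side held 177 genes, 1.13% of the tested genes. They made up 23.4% of the 308 calls that were lower than in wildtype at day 3, and 36.3% of the 171 calls that were lower than in the KMT1 knockout (62.2% of the 98 that were above 0 in all 4 libraries). At day 2 they made up 3% of the 1004 calls lower than in wildtype and 8 of the 21 calls lower than in the KMT1 knockout (7 of the 7 above 0 in all 4 libraries). Ribosomal RNA in replicate 1 would leave replicate 2 unaffected, but the median of the 141 genes in replicate 2 was -0.67. Slower development would bring the genes level with matched genes of other chromosomes, but they stayed lower by a median of -0.69. Transcript length and level would give low medians in matched random lists, but the lowest of 10000 lists was -0.1.

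A candidate explanation was loss, in part of the cells, of the segment from the Cas9 target to a chromosome end. If it lowers all genes of the segment equally on the log2 scale, it predicts a change point at the target. For chromosome 21 the best single change point lay at 9.12 Mb, -2.84 Mb from KMT5A, with an interval of 7.78 to 11.12 Mb, and at 10.13 Mb against the KMT1 knockout (interval 7.78 to 11.14 Mb). A first test, which included genes at 0 and KMT5A itself, put it at 8.3 Mb and was replaced because genes at 0 in all compared libraries show no difference by construction. In 5000 shuffles of the genes within each side of KMT5A, a change point away from the gene was rarely as much better than one at the gene (p 6e-04 against wildtype and 2e-04 against the KMT1 knockout). An equal log2 decrease that starts at KMT5A and runs to the end is thus contradicted as the whole cause. The decrease differed between kinds of genes on the low-coordinate side. The median was -0.9 for 38 genes with a rise of at least 2-fold over time. It was -0.59 for 62 genes with a smaller change and -0.32 for 41 with such a fall. How these kinds lie along the chromosome was not controlled for, so a loss with unequal effects stays open. Where the decrease ends towards KMT5A is poorly fixed. Of the 27 genes between 9.12 Mb and KMT5A, 6 were at or below the median of the low-coordinate side, and the median of the 27 was -0.25. At the low-coordinate end, the 6 genes from 0 to 1 Mb had a median of 0.19 in the KMT5A knockout and 0.15 in the KMT1 knockout. The 21 genes from 1 to 2 Mb had -0.87 in the KMT5A knockout. This goes against a loss that reaches that end, for most of these 6 genes, while SLC5A8 among them was at -0.89. Losses of unequal length, other rearrangements, an annotation whose order differs from the embryos' chromosome, and regulation of these genes by KMT5A were not tested.

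In the day 3 KMT1 knockout, the 65 chromosome 14 genes beyond SUV39H2 that were above 0 in all 4 libraries had a median of -0.46 (interval -0.56 to -0.33) and the 52 genes before it -0.1 (interval -0.15 to 0.08). The change point lay at 8.36 Mb, -0.26 Mb from SUV39H2, which is consistent with a loss from the target to the chromosome end. The interval from 6.37 to 10.57 Mb is wide, and the median was -0.11 between 8 and 9 Mb and -0.57 between 11 and 12 Mb, so the position is poorly fixed. The shuffles within each side gave p 0.26 against wildtype and 0.051 against the KMT5A knockout. An equal decrease from the target to the end was contradicted on chromosome 21, so for chromosome 14 such a loss remains a hypothesis. Ribosomal RNA in replicate 2 would spare replicate 1, where the median of these 65 genes was -0.49, although the median of the whole chromosome, genes at 0 included, was -0.01 without replicate 2. The difference to matched genes of other chromosomes was -0.47, and the lowest of 10000 matched random lists was -0.14, which argues against slower development and against length or level. GC content was not tested.

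Chromosome 71 was lower in both knockouts at day 2, and its genes rise from day 2 to day 3. Compared with genes of other chromosomes with a similar change over time and level, the median difference was -0.07 on average over the knockouts, against medians of -0.23 and -0.26 before matching. The change over time was that of the other knockout, which contains its day 2 effect with reversed sign. Genes lowered in both knockouts, whatever the cause, thus tend to be matched to each other. Most of the decrease was shared with such matched genes elsewhere. Slower development of the knockout embryos may account for it, but this matching cannot decide between causes.

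Slower development may also account for part of the differences shared by both knockouts at day 2, but the time axis cannot decide this. The higher rho of the 2 day 2 effects with that axis was -0.34. The axis contains the other knockout's day 2 effect with reversed sign, so any shared effect lowers this rho, and the simulations held none. The r squared was 3.2% for KMT1 and 3% for KMT5A, against 39.6% between the knockouts. These values are not comparable as shares. Without change, the simulated mean r was 0.133 with the axis and 0.299 between the knockouts. At day 3, where 481 calls were shared, the tests pointed different ways. For KMT5A r was 0.015, above the simulated mean of -0.105, while rho was -0.121, below the simulated mean of 0.006. For KMT1 r was -0.135, below the central 95% of the simulations (-0.124 to -0.08), but -0.024 without KMT1 knockout replicate 1, so slower development stays open at day 3. Injection and handling common to both knockouts cannot be told apart from shared effects of the 2 genes, because there was no group known to be injected without a target. At day 2, 23 genes differed between the knockouts, and 8 of the 23 lay on chromosome 21 on the low-coordinate side of KMT5A. The 423 genes at an unadjusted p under 0.05 were fewer than evenly spread p values would give, so the main test was cautious there.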
